A study of Mus musculus with 6 samples. Its data were reported in "MSLN-mediated activation of EGFR-ERK1/2 signaling drives liver metastasis in breast cancer" (2026).

How the data were processed

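RNA was sequenced from cultured 4T1-derived mouse cells, 3 libraries from primary tumour cells (Pri) and 3 from liver-metastatic cells (HM3). Per the labels, ribosomal RNA was removed from 3 µg of total RNA and strand-specific libraries were prepared. The sequencing was done by a commercial provider. The aligner, the counting tool, the genome build, the annotation and whether counting used strand were not stated. The groups were taken from the sample titles. The HM titles carry numbers 1, 2 and 3, which were treated as replicates of the HM3 group, as the description of the series compares HM3 cells with Pri cells. The study also gives the names HM1, HM2 and HM3 to successive passages, and the titles do not rule out that reading. If they meant passages, the group would hold 3 passages and its SD would include differences between them.

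The authors deposited, for each library, a raw count per gene, which was a whole number for every gene. The authors also deposited an FPKM value per gene. The deposited FPKM was found to equal the count divided by a whole-number gene length and by the sum of the listed counts, so it carries no further normalization and moves with the share that a few genes take. Of the 27116 gene IDs, 27109 were found in GENCODE M21, and 26890 had the same symbol there. The length implied by count and FPKM equalled the union of M21 exons for 24900 of 25521 genes (97.6%), so gene coordinates are those of M21 on GRCm38. Gene length and GC content also came from that annotation where the values did not give them.

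The total counts per library ranged from 21073743 to 28457985. A count of 0 in a group was set to a floor of 3 counts before a fold was formed, which covers counting error only. Reads without molecular identifiers are not independent molecules, so intervals and floors also cover counting error only.

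Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and HM3 was compared with Pri by glmQLFit and glmQLFTest, two-sided, without covariates. P values were adjusted by the Benjamini-Hochberg method over all genes tested. The TMM factors were 0.937, 0.881 and 0.907 for Pri and 1.10, 1.11 and 1.10 for HM3. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes past an adjusted p of 0.05 were counted, and those that also changed by over 2-fold were counted by direction. The threshold that the study states, an unadjusted p under 0.05 with a fold change over 2, was counted as well. The study names t tests for comparisons of 2 groups in general and does not name the test used on the sequencing data.

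Gene sets were written before the data were examined and after the paper had been read, so the interferon list is no independent prediction. They were tested with camera from limma 3.58.1 on log2 CPM, with fry and an estimated correlation as checks. Of the 10 lists, the lymphocyte list had no tested gene. Lists with fewer than 3 tested genes were not followed under the alternatives. The rule for named genes was Msln and the other genes that the study's text names, then, among genes past the adjusted threshold with a mean FPKM of at least 1 and with all libraries of one group above all of the other, the 5 with the largest log2 fold change in each direction. Of a gene set, members past the threshold were named, at most 5. Results for 2 of the genes that the study's text names are not reported here.

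The alternatives were a fit of limma to log2(FPKM + 1), the same with a pseudocount of 0.1, with quantile normalization, with each library rescaled to a common sum (TPM), and with trend and robust options. Others were DESeq2 1.42.0, the size factors of DESeq2 in edgeR, no filter beyond a value above 0 in at least 1 library, a filter at an FPKM of at least 5 in at least 3 libraries, each library left out in turn, and the replicate number as a block. Limma on FPKM used genes with an FPKM of at least 1 in at least 3 libraries. After the data were seen, scaling to library size only and a smooth trend of each library on gene length and GC content (mgcv 1.9.3), taken out as an offset, were added, the latter also with the replicate block.

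The tests were tested on simulated counts drawn from the means and library sizes of these libraries for HM3 against Pri. Of 14733 genes, 192 were changed, a far smaller share than was called in the data. In this setting edgeR recovered 84.5% of genes changed by 4-fold and 24.2% of genes changed by 2-fold. Of its 115 calls, 10 were unchanged genes. A planted trend on gene length gave a Spearman's rho of 0.64 between log2 fold change and length, which the offset brought to 0.0385. Camera gave p under 0.05 for 4 of 200 random lists.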

Results

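Gene expression was measured by RNA sequencing in cultured cells derived from 4T1, a mouse mammary carcinoma line that grows and spreads in BALB/c mice. The Pri group held 3 libraries from cells recovered from primary tumours in the mammary fat pad. The HM3 group held 3 libraries from cells selected for spread to the liver by repeated passage through mice. Each library listed the same genes, each with a count and an FPKM value, which is the count scaled to gene length and library total. The total count was 21073743, 24615453 and 28457985 in Pri libraries 1, 2 and 3, and 27170042, 26095034 and 26303596 in HM3 libraries 1, 2 and 3. The HM3 libraries were taken as 3 replicates of one cell population. The study's legend for the figure that shows these data gives 3 biological replicates, with cells from 3 mice. It does not say whether this covers the sequencing. If it does, the SD includes differences between mice. No sequencing batch or date was given, so no comparison within batches was possible. No 2 libraries of a group agreed within sampling noise, since the chi-square of their counts per degree of freedom lay between 38.2 and 105.

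The share of counts taken by a single non-coding record differed between the groups. Gm26917 took 21.1% ± 1.18 (SD, n = 3) of the counts in Pri and 14.6% ± 0.757 (SD, n = 3) in HM3. Protein-coding genes took 74.7% ± 1.42 (SD, n = 3) in Pri and 81.2% ± 0.860 (SD, n = 3) in HM3. The number of genes with an FPKM of at least 1 was 10858 ± 181 (SD, n = 3) in Pri and 12045 ± 38.6 (SD, n = 3) in HM3.

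Similarity between libraries was described by Pearson's r of log2(FPKM + 1) across 11798 genes, without a test, since genes are not independent replicates. The median r was 0.972 for the 3 pairs within HM3, 0.958 for the 3 pairs within Pri and 0.929 for the 9 pairs between the groups. The highest r between the groups, 0.946, lay below the lowest within Pri, 0.9502.

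The main comparison asked which genes differed between liver-metastatic and primary tumour cells. After filtering on low counts, 14960 genes were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Of these, 3786 had an adjusted p under 0.05, 2060 higher and 1726 lower in HM3. The smallest adjusted p was 0.00295. Among genes that also changed by over 2-fold, 1453 were higher and 419 were lower in HM3, so 77.6% of them were higher. With the unadjusted p under 0.05 and the same fold change, 1813 genes were higher and 575 were lower. By deposited FPKM, which carries no TMM scaling, the 3 HM3 libraries all lay above or all lay below the 3 Pri libraries in 6890 of the tested genes (46.1%). For a single gene without a difference, chance gives 10%. A shift of scale shared by all genes also raises this share, so it is not a count of changed genes. Of the 6 fits that each left out one library, the fit without HM3 replicate 1 moved the count of 3786 most, to 720 genes. The split between higher and lower genes moved with the scaling. With scaling to library size only, an alternative added after the data were seen, 2249 genes were higher and 147 were lower (93.9% higher), and the median log2 fold change of all tested genes went from -0.02 to 0.26. With limma on log2(FPKM + 1), 789 were higher and 50 were lower (94.0% higher), and with log2(TPM + 1) 1691 were higher and 55 were lower (96.9% higher). With a pseudocount of 0.1 on the FPKM, 1492 were higher and 82 were lower (94.8% higher). When a smooth trend on gene length and GC content was taken out of each library, also added after the data were seen, 1058 genes had an adjusted p under 0.05, of which 801 were also among the 3786.

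**Figure D1:**
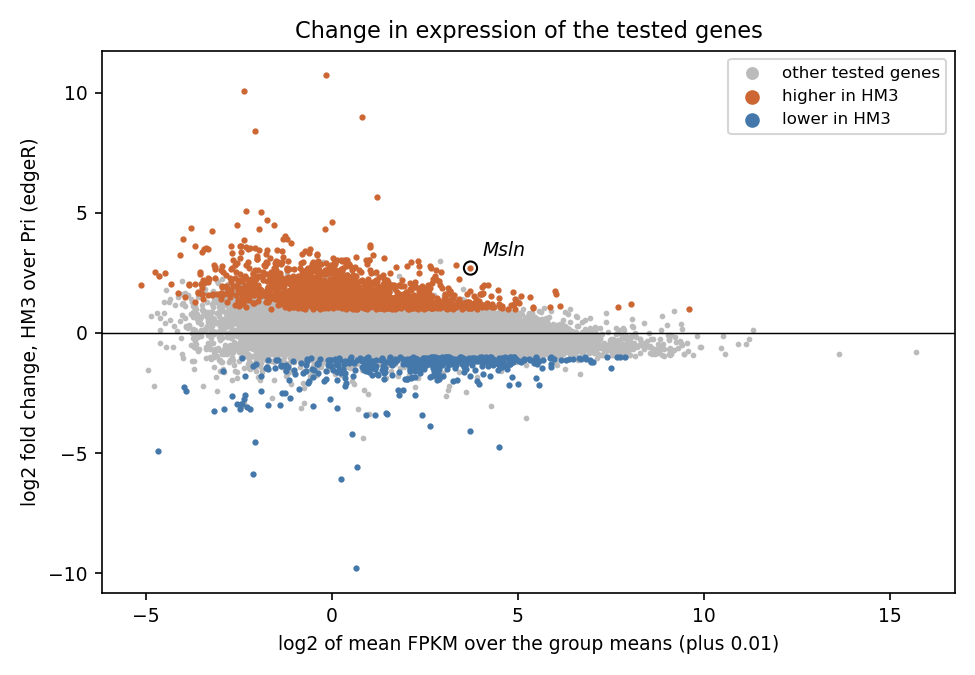
Each point is one of the tested genes, with the log2 of its mean FPKM on the x axis and its log2 fold change in HM3 over Pri (edgeR) on the y axis. The 1453 orange genes were higher and the 419 blue genes lower in HM3 with an adjusted p under 0.05 and a fold change over 2, and the circle marks Msln at 2.70.

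**Figure D2:**
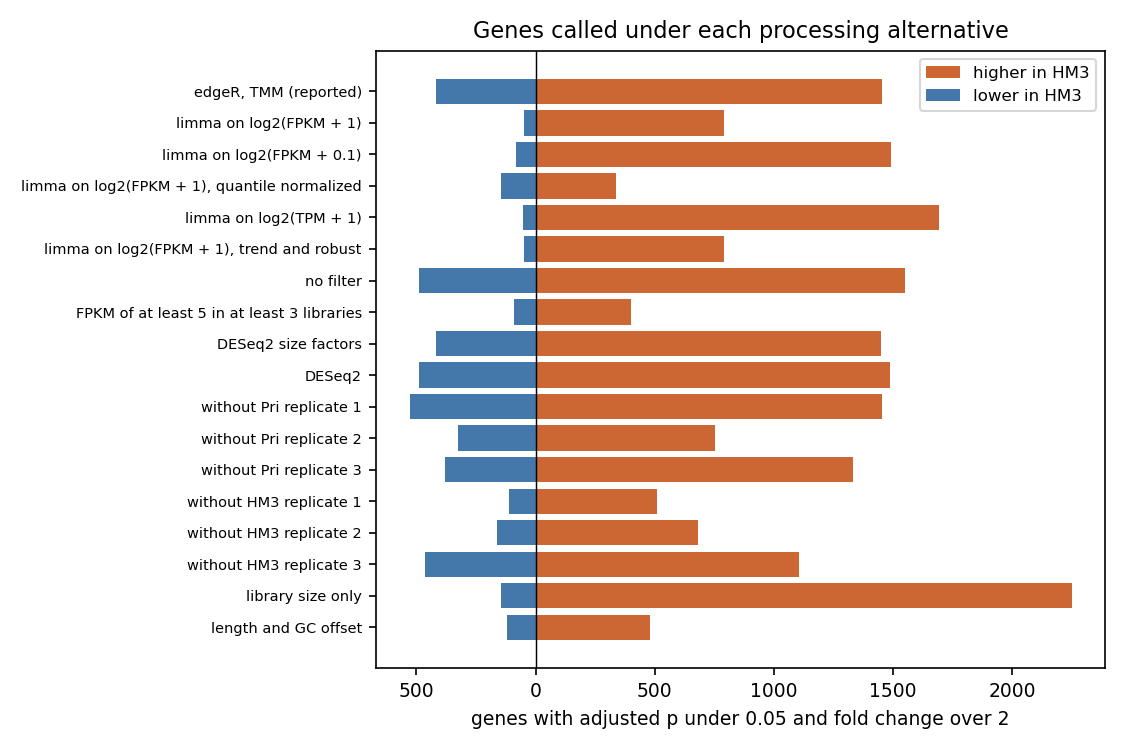
Bars give the number of genes with an adjusted p under 0.05 and a fold change over 2, higher (right) and lower (left) in HM3, for the reported test and for each processing alternative without a replicate term. More genes were higher than lower in every bar, from 336 against 146 with quantile normalization to 2249 against 147 with library size only.

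The calls differed between annotated gene classes. Of 11718 protein-coding genes tested, 714 were higher and 379 were lower in HM3 at an adjusted p under 0.05 and a fold change over 2. Records of the classes TEC (transcripts that await experimental evidence) and sense_intronic made up 1161 of the tested genes, of which 467 were higher and 4 were lower. Their median log2 fold change was 1.00, against -0.11 for protein-coding genes. Long non-coding RNA genes had 165 higher and 26 lower of 1480, and pseudogenes 105 higher and 10 lower of 597.

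Mesothelin, a cell-surface protein encoded by Msln (ENSMUSG00000063011), is the gene the study is about. It lies on chromosome 17 from 25748613 to 25754378 on the minus strand of GRCm38, as annotated in GENCODE M21, with no overlapping record. Its counts were 106, 154 and 216 in the Pri libraries and 966, 1492 and 1492 in the HM3 libraries. Its FPKM was 2.98 ± 0.606 (SD, n = 3) in Pri and 23.6 ± 5.84 (SD, n = 3) in HM3. The log2 fold change was 2.70 with a standard error of 0.262 and an adjusted p of 0.00645 (edgeR), and all 3 HM3 libraries lay above all 3 Pri libraries. An exact two-sided permutation test of the FPKM gave p = 0.1, the smallest that 3 against 3 libraries allow. By log2 fold change, Msln ranked 125 from the top among the 3786 genes with an adjusted p under 0.05. By p value (edgeR) it ranked 11 among the 14960 genes tested. Across the 6 fits that each left out one library its log2 fold change lay between 2.53 and 2.89.

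**Figure D3:**
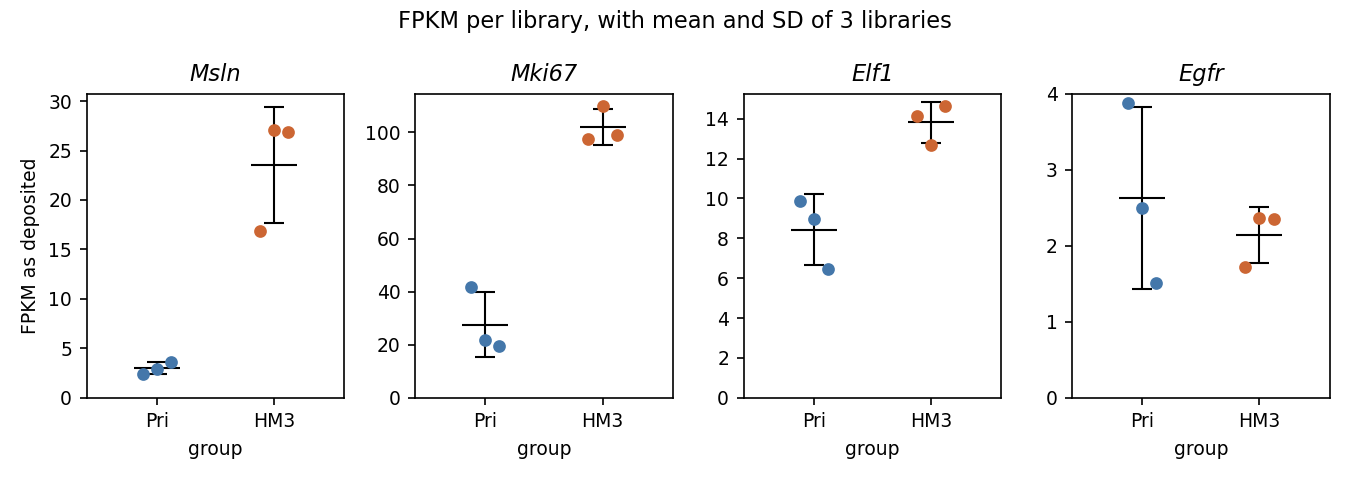
Points give the deposited FPKM of Msln, Mki67, Elf1 and Egfr (y axes, each from 0) in the 3 Pri and 3 HM3 libraries, and bars give the mean and SD. The groups did not overlap for Msln, Mki67 and Elf1 and overlapped for Egfr.

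Of the genes that the study's text names for its pathway, its regulators of Msln or its markers, 15 were tested. Muc16 was not among the genes listed. At an adjusted p under 0.05, 5 were called when adjusted over all genes tested (Msln, Cebpb, Rela, Mki67 and Jak2) and 6 when adjusted over the list alone, with Mapk3 as the addition. The study chose Msln on these samples, so the second count is not independent evidence for it. Elf1, on chromosome 14 from 79481194 to 79582494, had an FPKM of 8.44 ± 1.77 (SD, n = 3) in Pri and 13.8 ± 1.03 (SD, n = 3) in HM3. Its log2 fold change was 0.44 with a standard error of 0.181 and an adjusted p of 0.108, so the difference was not past the threshold. The call on Elf1 changed with the scaling: the adjusted p was 0.0261 with library size only, and 6 of 19 alternatives put it under 0.05. With the trend on length and GC taken out, its log2 fold change was -0.07 with an adjusted p of 0.829, and the adjusted p lay between 0.0149 and 0.897 over all alternatives. In the 6 fits without one library, Elf1 had log2 fold changes from 0.27 to 0.52. Cebpb was lower in HM3 by a log2 fold change of -1.45 (SE 0.197, adjusted p 0.00754). Rela was lower by -0.61 (SE 0.151, adjusted p 0.0244), and this call was lost without Pri replicate 2, HM3 replicate 1 or HM3 replicate 2 (adjusted p of at most 0.0981), with library size only (adjusted p 0.138), with an FPKM of at least 5 (adjusted p 0.0624), with each fit of limma (adjusted p of at least 0.103) and with the length and GC trend taken out (adjusted p 0.542). Irf1 differed by 0.01 (SE 0.182, adjusted p 0.971). Mki67, a proliferation marker, rose from an FPKM of 27.6 ± 12.3 (SD, n = 3) to 102 ± 6.84 (SD, n = 3), a log2 fold change of 1.62 (SE 0.265, adjusted p 0.00963). Pcna differed by -0.04 (SE 0.173, adjusted p 0.886). Egfr had an FPKM of 2.63 ± 1.19 (SD, n = 3) in Pri and 2.15 ± 0.369 (SD, n = 3) in HM3, and its log2 fold change of -0.56 (SE 0.316) was not past the threshold (adjusted p 0.217). Without Pri replicate 3 the log2 fold change of Egfr was -0.85 (adjusted p 0.0325), and without Pri replicate 1 it was -0.21 (adjusted p 0.592). Jak2 was higher by 0.90 (SE 0.219, adjusted p 0.0233), a call lost without Pri replicate 2, HM3 replicate 1 or HM3 replicate 2, with adjusted p of at most 0.0836, and with the length and GC trend taken out (adjusted p 0.107). Mapk3, Akt1, Stat3, Rgcc and Gprc5a had log2 fold changes between -0.58 and 0.57 and were not called over all genes tested. Mapk3 was called with DESeq2 (adjusted p 0.0331), Mapk3 and Stat3 without Pri replicate 3 (adjusted p 0.0166 and 0.0435) and Rgcc in each fit of limma (adjusted p 0.011 to 0.0377) except with quantile normalization. Elf1, Cebpb, Irf1, Egfr, Mki67 and Stat3 overlap an annotated record on the opposite strand and Akt1 overlaps one on its own strand. The use of strand in counting was not stated, so counts of such genes can include reads of the other record.

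Genes with large changes were chosen by a rule fixed before the data were examined. It passes over genes with a mean FPKM under 1. The 5 with the largest increase under this rule were non-coding records. By log2 fold change they ranked 3, 5, 9, 22 and 28 from the top among the 3786 called genes. Larger increases were therefore not all non-coding: the protein-coding gene Rps6ka6, outside the rule, had 10.72 (adjusted p 0.00645, edgeR). Gm20756 (ENSMUSG00000106799), on chromosome 6 from 25931426 to 25977227, had 0, 0 and 1 counts in Pri and 301, 366 and 196 in HM3. The ratio of its scaled counts was 663-fold (exact 95% interval 119 to 26200, counting error only), and it lies opposite to Gm6719. Gm28187 (ENSMUSG00000099375) had a log2 fold change of 5.66 (SE 0.802, adjusted p 0.0076). Without Pri replicate 1, which held 10 counts against 0 and 1 in the other Pri libraries, it was 8.41. Gm42109 had 4.62 (SE 0.857, adjusted p 0.0114) and lies opposite to Afm and 2 other records. Gm36939 (3.67) overlaps Lsamp and Gm12941 (3.56) overlaps Gm12940 on the same strand, so reads of the larger genes can be counted for either. Their calls were lost without HM3 replicate 1, at adjusted p of 0.0503 and 0.0589. The 5 with the largest decrease under this rule were Cldn3, Gm41, Tmem98, Lcn2 and Sirpa. Cldn3 (ENSMUSG00000070473), on chromosome 5 from 134986214 to 134987472, had 104, 96 and 82 counts in Pri and 0 in each HM3 library, which makes it at least 122-fold lower in HM3. It lies opposite to Wbscr25. Gm41 had 178 counts in Pri and 3 in HM3, a ratio of 77.3 (exact 95% interval 26 to 378). Tmem98 had a log2 fold change of -5.56 (SE 0.731, adjusted p 0.00754). Lcn2 had -4.75 (SE 1.09, adjusted p 0.0197), with 6215 counts in Pri library 1 against 532 and 740 in the other Pri libraries. Without Pri replicate 1 its log2 fold change was -2.56. Sirpa had -4.19 (SE 0.863, adjusted p 0.0146), with 593 counts in Pri library 1 against 147 and 163 in the others. Its log2 fold change was -3.08 without Pri replicate 1. The calls on Lcn2 and Sirpa were lost without HM3 replicate 1 (adjusted p 0.0753 and 0.058) or HM3 replicate 2 (adjusted p 0.0701 and 0.0583). That on Lcn2 was also lost with the length and GC trend taken out (adjusted p 0.0537), and DESeq2 gave it no adjusted p.

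Sets of genes were compared with camera, two-sided, with a preset correlation between genes of 0.01 and adjustment over 9 sets. The interferon response set was higher in HM3, with a median log2 fold change of 1.18 over 25 genes, 24 of them higher, and an adjusted p of 0.00431. It was the only set past the threshold. The call did not hold under fry (adjusted p 0.267) or under camera with an estimated correlation (adjusted p 0.578). Nor did it hold without Pri replicate 3 (adjusted p 0.0928), without HM3 replicate 3 (adjusted p 0.0548) or with library size only (adjusted p 0.0612). The mean log2 CPM of the set was 3.40, 4.84 and 2.78 in the Pri libraries and 4.97, 4.01 and 5.82 in the HM3 libraries, so the groups overlapped. An exact two-sided permutation test of these means gave p = 0.2. Its members past an adjusted p under 0.05 were Ifih1 (log2 fold change 2.00), Ifit1 (1.75) and Ifit2 (1.14). The calls on Ifit1 and Ifit2 were lost without HM3 replicate 1 (adjusted p 0.0808 and 0.0574) or HM3 replicate 3 (adjusted p 0.0635 and 0.0618) and with the length and GC trend taken out (adjusted p 0.109 and 0.137). That on Ifit1 was also lost without Pri replicate 1 (adjusted p 0.0587) and that on Ifit2 without Pri replicate 2 or HM3 replicate 2 (adjusted p 0.0703 and 0.0511).

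The study places ERK signalling downstream of mesothelin. Its evidence includes Western blots of phosphorylated EGFR and ERK1/2, which RNA levels do not measure, so the values here do not test that claim. The set of genes induced by ERK signalling had a median log2 fold change of -0.54, with 14 of 18 genes lower. It did not pass the threshold (adjusted p 0.147). Its members called lower were Ier3 (-1.89), Epha2 (-1.09), Etv5 (-0.65) and Phlda1 (-0.61). All 4 calls were lost with the length and GC trend taken out (adjusted p 0.0582 to 0.488), and without HM3 replicate 1 (adjusted p 0.0517 to 0.0872) or HM3 replicate 2 (adjusted p 0.0583 to 0.0996). Those on Epha2, Etv5 and Phlda1 were also lost with library size only (adjusted p 0.0713, 0.157 and 0.194). They were lost too in each fit of limma (adjusted p of at least 0.0998) and with an FPKM of at least 5 (adjusted p 0.0535 to 0.0948). Of the 6 fits that each left out one library, Phlda1 was called in none (adjusted p 0.0549 to 0.0892), Etv5 in the one without Pri replicate 1, and Epha2 in those without Pri replicate 1 or 3. Without Pri replicate 1 the adjusted p of this set was 0.013, without HM3 replicate 1 it was 0.0392, without HM3 replicate 2 it was 0.0346, and with the length and GC trend taken out it was 0.995. The proliferation set had a median log2 fold change of -0.22 with 18 of 25 genes lower (adjusted p 0.201), and its called genes went both ways, 3 higher and 5 lower. Those with the largest changes were Mki67 (1.62), Bub1 (0.76) and Top2a (0.69), higher, and Cdc20 (-0.80) and Aurka (-0.67), lower. Except for Mki67, these calls were lost with the length and GC trend taken out (adjusted p 0.0932 to 0.795). They were also lost without HM3 replicate 1 (adjusted p 0.0517 to 0.111), and, except for Top2a, without Pri replicate 2 or HM3 replicate 2. Of the 6 fits, that on Bub1 held only without Pri replicate 1, and that on Cdc20 was lost there (adjusted p 0.0761). Without Pri replicate 3 the adjusted p of the proliferation set was 0.0491. The epithelial set had a median of -0.47 over 6 tested genes (adjusted p 0.201 by camera, 0.0348 by fry), with Cldn3 and Krt18 (-0.52) lower and Ocln (2.11) higher. The call on Krt18 held only without HM3 replicate 3 among the 6 fits (adjusted p of at most 0.131) and that on Ocln only without Pri replicate 1 or 3 (adjusted p of at most 0.0824). Both were lost with the length and GC trend taken out (adjusted p 0.61 and 0.0658), and that on Krt18 with library size only (adjusted p 0.285). The mesenchymal set had a median of -0.44 over 10 tested genes (adjusted p 0.201), with Tnc (-3.18) and Fn1 (-1.85) lower and Zeb2 (0.55) higher. The call on Tnc was lost without HM3 replicate 1 or 2 (adjusted p of at most 0.06) and that on Zeb2 in each of the 6 fits except the one without Pri replicate 3 (adjusted p of at most 0.168), and with the length and GC trend taken out (adjusted p 0.246).

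Marker lists of cell types of the liver and its surroundings were run in the same way. The fibroblast and stellate cell list had a median of -1.63 over 4 tested genes (adjusted p 0.201), with Col1a1 (-2.95) and Dcn (-2.77) called lower, and its adjusted p was 0.000157 without Pri replicate 1. The call on Col1a1 held only without Pri replicate 1 (adjusted p of at most 0.112 in the 6 fits), and was lost with the length and GC trend taken out (adjusted p 0.0939). That on Dcn was lost without Pri replicate 1 (log2 fold change -1.74, adjusted p 0.0526), HM3 replicate 1 or HM3 replicate 2 (adjusted p of at most 0.097). The hepatocyte, macrophage and endothelial lists had 1 tested gene each and adjusted p of 0.294, 0.956 and 0.294. The summed counts of the hepatocyte list were 7, 7 and 12 in Pri and 14, 36 and 41 in HM3. The lymphocyte list had no tested gene, and its summed counts were at most 5 in Pri and at most 8 in HM3.

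**Figure D4:**
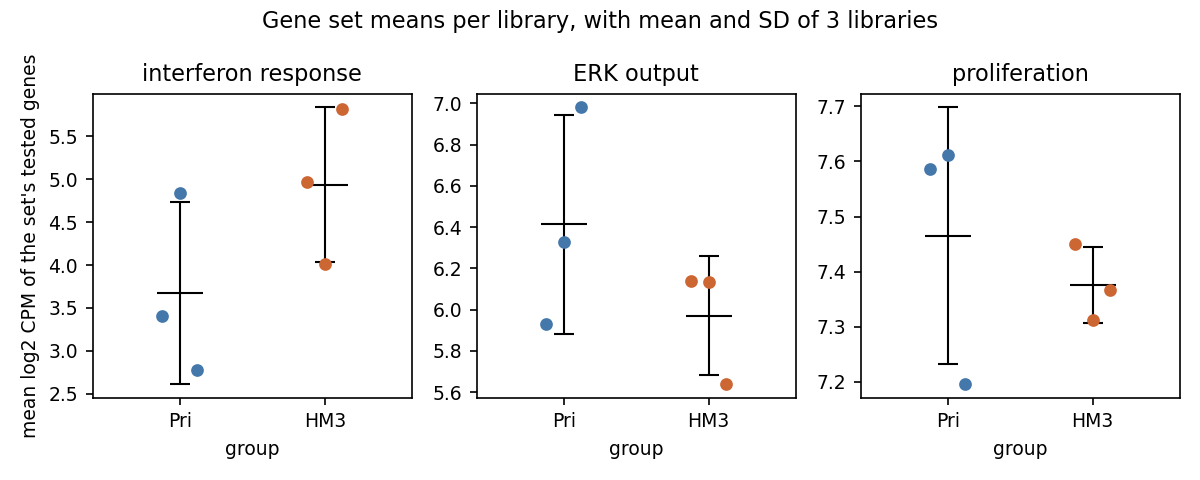
Points give the mean log2 CPM (y axes, with different ranges) of the tested genes of the interferon response, ERK output and proliferation sets in the 3 Pri and 3 HM3 libraries, and bars give the mean and SD. The groups overlapped for all 3 sets.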

Values the study reported

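The study reported 998 genes with higher and 551 genes with lower expression in 4T1-HM3 cells than in 4T1-Pri cells, at a fold change above 2.0 and P below 0.05.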

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

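Of the 19 alternatives to the reported test, 16 were chosen before the data were examined, and 3 were added after they were seen: scaling to library size only, an offset for the trend on gene length and GC content, and that offset with the replicate block. The trend on length and GC can hold real differences between the cells, so the offset also removes any that follow it. In no alternative did a reported value past the threshold reverse its direction.

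The log2 fold change of Msln kept its direction in all 19 alternatives and its side of the threshold in 18, with values from 2.44 to 3.09. Across the 6 fits that each left out one library it lay between 2.53 and 2.89.

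The number of genes with an adjusted p under 0.05, 3786, ranged from 720 to 3923 across the 6 fits that each left out one library. It was 720 without HM3 replicate 1, 1087 without HM3 replicate 2, 1690 without Pri replicate 2 and 2389 without HM3 replicate 3. Each of these fits had fewer libraries. The genes higher and lower at over 2-fold were 510 and 110 without HM3 replicate 1 and 683 and 162 without HM3 replicate 2, and 752 were higher without Pri replicate 2. The genes higher and lower at over 2-fold ranged from 510 to 1454 and from 110 to 529 in these fits, and those at an unadjusted p under 0.05 from 1676 to 2074 and from 473 to 779. With an FPKM of at least 5 in at least 3 libraries, which left 7139 genes to test, 1700 genes were called, with 399 higher and 89 lower at over 2-fold and 423 and 114 at an unadjusted p. With the length and GC offset 1058 genes were called, with 479 higher and 122 lower at over 2-fold and 1197 and 367 at an unadjusted p.

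The split between higher and lower genes depended on the scaling. The reported split was 1453 against 419 (77.6% higher), and 1813 against 575 at an unadjusted p. Limma on log2(FPKM + 1) gave 789 against 50 (94.0%), and 807 against 64 at an unadjusted p, and with trend and robust options 790 against 50, and 808 against 64. A pseudocount of 0.1 gave 1492 against 82, and 124 lower genes at an unadjusted p. Quantile normalization gave 336 against 146 (69.7%), and 356 against 171. TPM gave 55 lower genes, and 74 at an unadjusted p, with 96.9% higher. Library size only gave 2249 against 147 (93.9%), and 236 lower genes at an unadjusted p. The median log2 fold change of all tested genes was -0.02 as reported, 0.26 with library size only, 0.16 with log2(FPKM + 1) and 0.30 with TPM, so the centre of the changes lay higher under these settings. The limma fits also tested fewer genes (11798). DESeq2 and its size factors left each of the 5 counts within 1.5 times the reported one.

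The replicate numbers did not pair the libraries: the deviations of same-numbered libraries from their group means had correlations of -0.0053, -0.106 and -0.0415 across genes. With the replicate number as a block, 2789 genes were called, against 3786 without it. With the block and the length and GC offset together, 0 genes were called at an adjusted p under 0.05, 0 higher and 0 lower at over 2-fold, against 3912 at an unadjusted p under 0.05, of which 1168 were higher and 331 lower at over 2-fold. Msln had a log2 fold change of 3.09 and an adjusted p of 0.0574 in that fit, within a range of 6.46e-19 to 0.0574 over all alternatives. The block used up degrees of freedom, so a call lost with it does not show a smaller effect.

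The interferon response set lost its call with TPM (adjusted p 0.0563), with library size only (0.0612), under fry (0.267) and under camera with an estimated correlation (0.578). Its adjusted p ranged from 7.27e-07 to 0.0928 across the 6 fits that each left out one library, and was past 0.05 without Pri replicate 3 (0.0928) and without HM3 replicate 3 (0.0548). Without a filter, the ERK output, epithelial and mesenchymal sets had an adjusted p of 0.0131 each and the fibroblast and stellate cell list 0.0213, all lower in HM3 as reported. The cause was not tested. The epithelial set had an adjusted p of 0.0348 under fry. The ERK output set and the fibroblast and stellate cell list were past 0.05 without Pri replicate 1 (0.013 and 0.000157), HM3 replicate 1 (0.0392 each) or HM3 replicate 2 (0.0346 each), and the proliferation set without Pri replicate 3 (0.0491). Across the fits that left out one library, the adjusted p of the ERK output set ranged from 0.013 to 0.328, that of the proliferation set from 0.0491 to 0.383, that of the epithelial set from 0.0548 to 0.285, that of the mesenchymal set from 0.064 to 0.377, and that of the fibroblast and stellate cell list from 0.000157 to 0.383.

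The median r between libraries, 0.929 between the groups, 0.972 within HM3 and 0.958 within Pri, was 0.895, 0.962 and 0.935 with an FPKM of at least 5, and 0.908 and 0.964 for the first 2 as Spearman's rho. The order of the 3 medians was the same in each.

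For 44 other genes named or examined, 805 values were computed under the alternatives, and DESeq2 gave no adjusted p for Lcn2. Of these, 608 had the same direction and side of the threshold or had no call to lose, 182 were weaker, 15 were stronger and 0 were reversed. The library left out most often responsible was HM3 replicate 1, with 22 weaker values of 44. The length and GC offset made 18 of 44 weaker, and that offset with the replicate block 33 of 44, the most of any alternative. With 3 libraries per group, edgeR recovered 24.2% of simulated 2-fold changes when 192 of 14733 genes were changed. A larger share of genes was called in the data, so the recovery there can differ. An uncalled gene in this comparison is not shown to be the same in both groups.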

Other observations

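The tests below on genes with few counts, on TEC and sense_intronic records, on Mki67, on the interferon set, on chromosome X and on Gm26917 were chosen only after the result was seen, as were the offset and library size settings. Predictions for the other tests were written after a first look at the same fit.

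With the rule that the study states, 1813 genes were higher in HM3 here. That is higher than the value quoted from the study above. The test behind that count was not named. The lower genes, 575 here, were within 1.5 times. The number of genes higher in HM3 with unadjusted p under 0.05 and fold change over 2 ranged here from 356 with quantile normalization to 2691 with library size only, so it depends on the processing.

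For each of the 5 counts of genes, 1 of the 10 splits of the 6 libraries gave as many genes in either direction, and that was the real split. These were the genes with an adjusted p under 0.05, the genes higher and the genes lower at over 2-fold (1 of 10 each), and the genes higher and lower at an unadjusted p (1 of 10 each). The other splits gave 0 genes at an adjusted p under 0.05 and at most 159 at an unadjusted p under 0.05 with a fold change over 2 in a direction. With 3 against 3 libraries the share is never under 0.1, so chance cannot be told apart on this count alone.

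More genes were higher than lower at over 2-fold (77.6%), and several technical explanations were weighed. With Gm26917 and Gm42418 left out of the counts, 75.7% were higher with TMM scaling, which already limits the weight of such records. With library size only, leaving them out lowered the share from 93.9% to 89.3% and the median log2 fold change from 0.26 to 0.12, so they account for part of the excess under that scaling and not for the whole. With libraries scaled to their counts of 6851 well-expressed protein-coding genes, the share rose to 90.6%, a move in a direction that was not among the outcomes written down for this test, while quantile normalization lowered it to 69.7%. The share is a balance that the scaling itself sets, so the choice of centring cannot be told apart from a difference between the cells on this measure. With the reported scaling most of the excess lay in genes of low expression: genes with an FPKM of at least 5 in at least 3 libraries split into 276 higher and 226 lower (55.0% higher), and the others into 1177 and 193 (85.9%). With well-expressed protein-coding genes centred at 0, the first share was 85.8%, so noise of low counts cannot be told apart from a difference between the cells, since the outcome turns with the centring. With the length and GC offset, genes past both thresholds fell in number from 1453 higher and 419 lower to 479 and 122, so much of the excess in number went with this trend. The share was 79.7%. At the same centring the share over all calls changed little. It went from 80.0% to 75.3% with all genes centred at 0. With well-expressed protein-coding genes centred at 0 it went from 92.0% to 87.2%. For all calls together, this argues against the trend as the whole cause. Among genes with an FPKM of at least 5 in at least 3 libraries, the share fell from 59.2% to 46.6% and from 85.8% to 72.6%. For these genes the trend cannot be set aside, since the first centring left no excess of higher genes. Without the offset the trend was large: across protein-coding genes, which are not independent replicates, log2 fold change had a Spearman's rho of -0.506 with GC content and 0.243 with exon length. The differences between single Pri libraries had a rho with GC of -0.403, -0.0539 and 0.238, so such trends also arise within Pri, while those between HM3 libraries had 0.0172 to 0.0365.

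Reads from introns or from unspliced nuclear RNA may make up more of the HM3 libraries. Across 11350 protein-coding genes, log2 fold change had a rho of 0.191 with intron over exon length, above the 0.1 set for this test, and 0.0992 after exon length and GC were allowed for. The records of TEC and sense_intronic genes had a median log2 fold change of 1.00. Lists of protein-coding genes of the same expression had medians from 0.0789 to 0.370 in 10000 draws, and lists matched on expression and GC from 0.585 to 0.883, so GC goes with much of the gap and not all of it. With the length and GC offset, the median of these records stayed 0.451 above that of protein-coding genes, against 1.11 without it. The 895 records that overlap a protein-coding gene on its strand had a median of 1.07, the 141 that overlap none had 1.19, and the 125 on the opposite strand had 0.00. Malat1, a nuclear RNA, was higher by 0.91 (SE 0.167, adjusted p 0.0112, edgeR), but lost its call with the offset (0.41, adjusted p 0.0757). Neat1 was not past the threshold (0.37, SE 0.221, adjusted p 0.236), except with TPM (0.76, adjusted p 0.0491). For the non-coding records, more unspliced RNA cannot be told apart from a difference in transcription itself, since the 2 nuclear RNAs do not settle it and the reads were not analysed here.

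Msln was higher in HM3 with the length and GC offset too (log2 fold change 3.09, SE 0.264, adjusted p 0.00909, with 6.46e-19 to 0.0574 over all alternatives), which argues against such bias as its cause. A candidate source of Msln is mesothelial cells in the cultures. Of 9 markers of these cells on a list written before this test, 6 were listed in the files. The highest sum in HM3 was 155 counts, for Bnc1, against 145 in Pri, while Msln had 3950 in HM3 and 476 in Pri. The sum of the others in HM3 was at most 5, with Upk3b at 4 and Wt1 at 5, and Krt19, which is also on the epithelial list, had 14 in Pri and 0 in HM3. These levels argue against mesothelial cells. Both technical explanations that were tested were set aside, so a difference between the cell populations is a hypothesis, found and tested here on the same data. Apart from the sequencing, the study reported higher mesothelin in HM3 than in Pri cells by qRT-PCR and by Western blot. Those measurements were not examined here.

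Mki67 was higher in HM3 while the other proliferation genes as a set were not. With the length and GC offset its adjusted p was 0.0297 (log2 fold change 1.501, SE 0.267, with 1.25e-06 to 0.0677 over all alternatives), which argues against such bias as the whole cause. The other 24 genes had a median of -0.23, at percentile 37.9 of 10000 matched lists of protein-coding genes, with 18 lower. The sign of this median depended on the scaling: it was 0.05 with library size only and lay between -0.38 and 0.18 over all settings. Of the genes called higher beside Mki67, Bub1 fell to 0.07 and Top2a to 0.22 with the offset (adjusted p 0.795 and 0.227), so their calls go with the length and GC trend. The lower calls on Aurka and Cdc20 were lost with library size only (adjusted p 0.0767 and 0.128). A larger share of cycling cells cannot be told apart here, since the members go both ways and their median turns with the scaling.

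The interferon response set was higher in HM3, with overlapping libraries. It may rest on few libraries: over the 3 fits that each left out one HM3 library, the largest adjusted p of camera was 0.0548, without HM3 replicate 3. The set also lost its call without Pri replicate 3 (0.0928), and means ranged over 2.07 log2 units within Pri and 1.81 within HM3, against 1.26 between the group means. Whether a single HM3 library carries the change cannot be told apart with 3 libraries per group, since HM3 libraries 1 and 3 lie above every Pri library while HM3 library 2 does not. A pattern of genes of this kind had been seen in a picture of the study before the list was written.

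Among 31 protein-coding genes higher in HM3 by over 8-fold with an adjusted p under 0.05, 7 were on chromosome X (22.6%), against 2.76% of the tested protein-coding genes. Two-sided Fisher's exact p was 1.72e-05, or 0.000344 times the 20 chromosomes, and the genes are not independent. The 7 were F8, Cxcr3, Rps6ka6, Pof1b, Zmat1, Mid2 and Shroom2, named after their values were seen. Rps6ka6 had 0 counts in each Pri library and 284, 178 and 255 in HM3, at least 184-fold higher, and Pof1b had 0 in each Pri library and 29, 12 and 101 in HM3, at least 36.3-fold higher. Shroom2 had 29, 93 and 95 counts in Pri, so not all of them started near 0. With the length and GC offset, 4 of 23 such genes were on X (p 0.00335, or 0.067 times the 20 chromosomes). Over 4-fold and without the offset, 13 of 134 were on X (two-sided Fisher's exact p 8.49e-05), a count that includes the 7. That cut goes against chance placement. Chance still cannot be told apart, since the pattern was seen before it was tested and the multiplied p with the offset is past 0.05. A gain of X copies would raise the genes of X as a set. The 177 well-expressed X genes had a median 0.359 above that of autosomal genes on the log2 scale, with an upper limit of 0.511 over 10000 resamples, far below the 3 that corresponds to 8-fold, which argues against extra copies of the whole chromosome as the cause of the 7 large increases. For the smaller shift of X genes as a set, a gain of copies cannot be told apart from GC content, since the shift lay between the values that would have decided it and was 0.0384 with the offset. A change in silencing of these genes was not tested.

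Windows of 50 neighbouring well-expressed genes were compared with shuffled gene orders. Of 127 windows, 25 had a median log2 fold change outside the limits, 12 below -0.498 and 13 above 0.133, which is what copy number differences would give. However, single libraries of the same group also differed from each other in 4 to 16 windows for Pri and 16 to 24 for HM3, and with the offset 16 windows were outside their limits, 11 of them in both fits. Across the windows as a whole, copy number therefore cannot be told apart from regional expression and GC content, since DNA was not analysed here. The windows on chromosome 4 below the limit were 6 of the 12. With the offset, every window of chromosome 4 had a median between -0.460 and -0.303. The low windows of chromosome 2 went from -0.527 and -0.547 to -0.133 and -0.257. Those of chromosomes 15 and 19 went to -0.163 and -0.125, while those of chromosome 13 stayed at -0.372 and -0.447. Without the offset, HM3 libraries differed on chromosome 4. In the window from 43562332 to 83486459 the values were -0.704, -0.698 and -0.0943 in HM3 libraries 1, 2 and 3. The values with the offset argue against GC content as the whole cause for chromosome 4. Copy number and regional expression cannot be told apart there either.

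Gm26917 and Gm42418 took a large share of all counts, with that of Gm26917 at 20.6%, 22.4% and 20.2% in Pri and 15.3%, 13.8% and 14.7% in HM3. The records lie on chromosome 17, from 39843013 to 39846341 and from 39846958 to 39848788. The nearest rRNA record of the annotation, CT010467.1, starts 11 bases after Gm26917 and covers all 1831 bases of Gm42418 on the opposite strand. Reads of ribosomal RNA left after depletion are a candidate source. The annotation does not say which rRNA it is, the annotated 5.8S gene n-R5-8s1 lies on chromosome 18, and the sequences were not analysed here. Ribosomal RNA and a transcript of these records cannot be told apart from the counts. The ratio of their shares lay between 6.87 and 8.24 over the 6 libraries.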
